A study of Danio rerio with 2 samples.

How the data were processed

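Cells carrying green and red fluorescent reporters, driven by regulatory sequence of mitfa and of crestin, were sorted from AB wild-type zebrafish embryos at 24 hours post fertilisation, per the labels. mitfa encodes a transcription factor of pigment cells and crestin is a neural crest gene. One group of embryos was left untreated and the other received ErbBi, read here as an inhibitor of ErbB receptor signalling. Each treatment has 1 library, made with 10x Genomics 3' version 2 chemistry, per the labels' protocols. Dose and duration of the treatment were not used here.

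The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell, which the authors gave in an unfiltered and a filtered table. The aligner, genome build, annotation release and cell calling are not stated in the labels or headers. The filtered table was an exact subset of the unfiltered table, with 0 values that differed. It kept 1347 of 1519 cells. Every cell kept had at least 701 genes detected and every cell left out had at most 699, so the values follow a limit on genes per cell. All 6713 genes left out had no UMI. No coordinates are given, because the build is not stated. Each cell name ends in a number, and the sample titles end in the same numbers, so number 1 was read as the untreated library and number 2 as the ErbBi library. This reading rests on the titles alone, and every direction would turn round if the numbers had been assigned otherwise. Reads are not used here, and 0 columns of per-sample values were left unused.

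Gene symbols came from a name table, which gave a symbol for 17967 of 18723 gene rows (96.0%). Many were human-style symbols, and these were turned into a zebrafish symbol only where a single gene of the GRCz12tu annotation fitted. Where several genes share a symbol, the Ensembl ID is printed with it. The gene printed as MITF (ENSDARG00000003732) has its paralogue letter left open for this reason. UMIs of near-identical paralogues, such as the haemoglobin genes, can have been split between them by the authors' counting.

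UMIs were summed per library and divided by the library total to give normalised counts (CPM). CPM has an exact Poisson 95% interval, a share of cells has an exact Clopper-Pearson 95% interval, and a ratio of CPM, ErbBi over untreated, has an exact conditional binomial 95% interval. All cover counting error only. With 1 library per treatment no test, standard error or p-value between treatments can be made, and cells are not replicates. A library at 0 was set to a floor of 3 counts for ratios, which are then bounds.

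For clustering, cells were scaled to 10000 UMIs and log-transformed, 2000 variable genes and 20 principal components were used, and a shared-neighbour graph of 15 neighbours was divided by the Leiden algorithm at resolution 1 (leidenalg 0.10.2, python-igraph 0.11.9). No batch correction was made, since library and treatment coincide. Leading genes were ranked by fold of CPM over the other cells with 10 CPM added, among genes found in at least 25% of the cluster's cells. A cluster was named only where at least 3 markers of a fixed list were detected and its leading genes did not go against the name. Doublets were called per library with Scrublet in scanpy 1.11.5, which marked 7 untreated and 6 ErbBi cells. They stayed in the main values and were left out as an alternative.

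Shares of cells with a UMI were compared after each cell was thinned without replacement to 1900 UMIs, the 10th percentile over both libraries rounded down. This left out 53 untreated and 68 ErbBi cells. The genes named are a list fixed before the data were examined, where it had at least 10 UMIs, the 8 highest and 8 lowest ratios over all cells, and the 3 highest and 3 lowest within each cluster of at least 30 cells per library. Ranked genes needed at least 30 UMIs and 50 CPM in a library and a ratio of at least 2-fold whose interval lay beyond 1.5-fold. Some genes that meet these rules are not reported here. The median log2 ratio of each marker list was placed among 10000 random lists matched on mean expression in 20 bins, and called where it lay outside percentiles 2.5 to 97.5.

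Alternatives covered scaling, weighting of cells, the authors' filter, doublets, clustering settings, thinning and count minimums. Cells rich in melanin-gene or gch2 UMIs were defined after the clusters had been seen, as those with over 1% of UMIs in dct, pmela and the TYRP1 genes, or over 2% in gch2. Clustering after thinning and clustering without the 50 leading genes of each cluster were also added then. The ratio, size rule and list code was tested on simulated data for the comparison of all cells over 18723 genes. All 200 genes changed 4-fold were recovered, 0 of 2224 unchanged genes passed the rule, the interval held the true ratio for 95.4% of the 2424 genes with the minimum UMIs and CPM, and 2 of 100 unchanged lists fell outside the limits. The changed genes and the lists were drawn from genes of at least 100 CPM over both libraries. Library sums were simulated as Poisson counts. The list limits for genes of few UMIs, and genes whose UMIs lie mostly in 1 cell, were thus not tested. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.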

Results

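Single-cell transcriptomes were collected from reporter-positive cells of untreated and ErbBi-treated embryos to ask how blocking ErbB signalling changes neural crest and pigment cells, and in which cells tfap2b transcripts are found. The untreated library held 999 cells and 7242348 UMIs, with a median of 7099 UMIs and 2101 genes per cell. The ErbBi library held 348 cells and 1113172 UMIs, with a median of 2732.5 UMIs and 1232.5 genes per cell. The authors' filter had removed 23 of 1022 untreated cells (2.25%, 95% interval 1.43 to 3.36) and 149 of 497 ErbBi cells (29.98%, 26.0 to 34.2). There was 1 library per treatment, so no difference below has a replicate check, and library and treatment cannot be told apart. All intervals are 95% and cover counting error only.

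Clustering both libraries together gave 9 clusters. Cluster 1 was led by twist1a, DLX2 (ENSDARG00000079964), PRRX1 (ENSDARG00000033971) and pdgfra, among others, and was called mesenchyme-like. Cluster 4, whose leading genes included slc22a7a and gch2, was called xanthoblast-like. Cluster 5, led by STC2 (ENSDARG00000056680) with both TYRP1 genes, dct and pmela, was called melanoblast-like. The other clusters stayed numbered. Cluster 2 was led by TBX2 (ENSDARG00000018025), nme4 and cd2ap, cluster 3 by ALX4 (ENSDARG00000088332), PRDM12 and foxd3, and cluster 6 by HBE1 (ENSDARG00000087390), tfap2b and bnc2. The HBE1 level of cluster 6 came mostly from 1 untreated cell, which held 3378 of that library's 3872 UMIs of this gene. Whether HBE1 would lead cluster 6 without that cell was not tested. Cluster 7 was led by the EGFP transcript, hoxd9a and ved, cluster 8 by MDK (ENSDARG00000020708), sox3 and NOVA1, and cluster 9 by krt4, apoeb and pfn1.

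The mesenchyme-like cluster held 84 untreated cells (8.41% of the library, 6.76 to 10.3) and 128 ErbBi cells (36.8%, 31.7 to 42.1). When the 50 leading genes of each cluster were left out of clustering, an alternative added later, 5 broader clusters were found. The one matched to cluster 1 held 206 untreated and 184 ErbBi cells, a difference of 32.3 percentage points against 28.4. The xanthoblast-like cluster took 16.1% (13.9 to 18.5) of untreated and 6.90% (4.47 to 10.1) of ErbBi cells. The melanoblast-like cluster took 164 untreated cells (16.4%, 14.2 to 18.9) and 2 ErbBi cells (0.575%, 0.0697 to 2.06). That contrast depended on the clustering, since centring each gene within its library changed the difference from -15.8 to 0.58 percentage points. Cluster 2 held 198 untreated and 8 ErbBi cells, and cluster 6 held 105 and 5. Cluster 9 held 8 untreated and 57 ErbBi cells, and 50 of those 57 carried over 1% of their UMIs in melanin genes against 1 of the 8. Clusters 3, 7 and 8 took 14.3%, 7.11% and 6.51% of untreated cells and 15.2%, 10.1% and 10.3% of ErbBi cells.

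**Figure D1:**
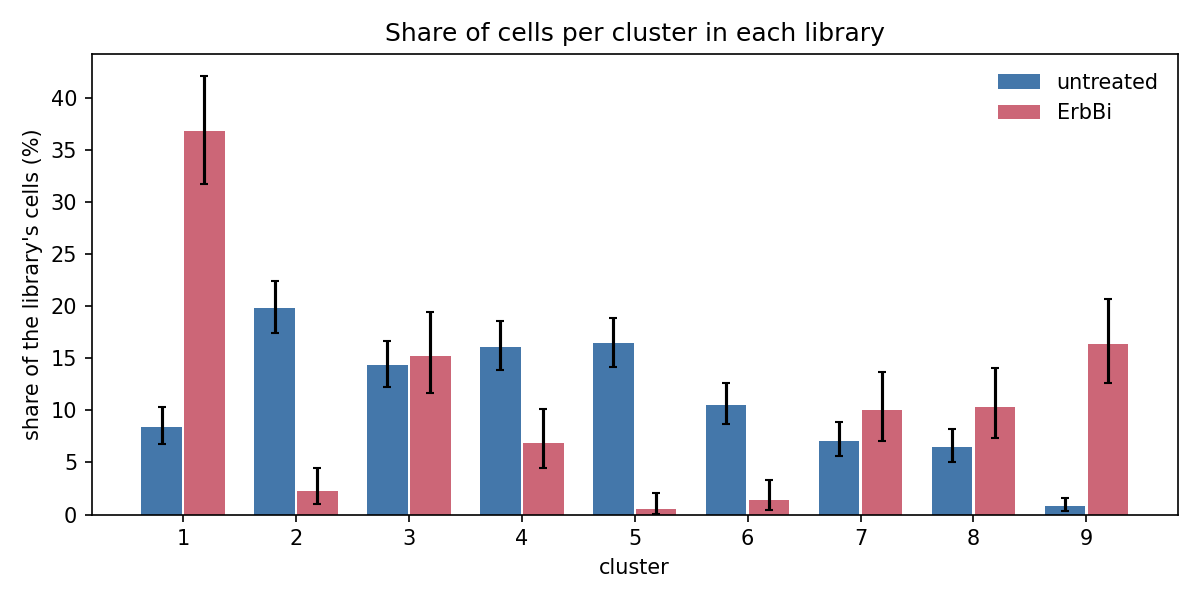
Share of each library's cells (%, vertical axis) in each of the 9 clusters (horizontal axis), with bars for the untreated and ErbBi libraries and error bars for exact 95% binomial intervals, which cover counting error only. Cluster 1 stands at 8.41% and 36.8%, and cluster 5 at 16.4% and 0.575%.

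A count of melanin-rich cells that did not use the clusters gave 404 of 999 untreated cells (40.4%, 37.4 to 43.6) and 64 of 348 ErbBi cells (18.4%, 14.5 to 22.9) with over 1% of UMIs in dct, pmela and the TYRP1 genes. A threshold of 2% gave 28.5% and 14.1%. Cells with over 2% of UMIs in gch2 made up 12.5% (10.5 to 14.7) of the untreated and 5.46% (3.32 to 8.40) of the ErbBi library. With the cells the authors left out, those shares were 12.5% and 8.45%, and their intervals overlapped.

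Of the fixed list, 38 gene rows had at least 10 UMIs. The CPM ratio of ErbBi over untreated lay below 1, with its interval, for dct (0.495, 0.476 to 0.516), MITF (0.484, 0.433 to 0.541), gch2 (0.521, 0.506 to 0.537) and pts (0.490, 0.420 to 0.567). It also did for pmela, both TYRP1 genes, tyr, aox5, pnp4a, paics, atic, IMPDH1 (ENSDARG00000029524), tfap2a, tfap2c, tfap2e, sox10, crestin, EGFP and mCherry, at ratios from 0.516 for TYRP1 (ENSDARG00000029204) to 0.767 for tyr. The ratio was above 1 for twist1a (4.28, 3.93 to 4.66), phox2bb (3.16, 2.31 to 4.28) and elavl3 (5.80, 4.18 to 8.03). The interval included 1 for tfap2b, tfec, foxd3, erbb3b, erbb2, egfra, oca2, kita, EDNRB, xdh, csf1ra, ltk, sox2, SOX9 (ENSDARG00000043923) and snai1b. erbb3b had 47 and 7 UMIs, and its ratio of 0.969 had an interval of 0.370 to 2.16. Giving clusters 1, 3, 4, 7 and 8 the same weights in both libraries (34.3%, 22.4%, 17.5%, 13.0% and 12.8%), and leaving out clusters 2, 5, 6 and 9, moved the list most, from a median log2 ratio of -0.49 to -0.034, and turned tfap2a, tfap2e, sox10, tyr, pnp4a and IMPDH1 (ENSDARG00000029524) above 0.

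**Figure D2:**
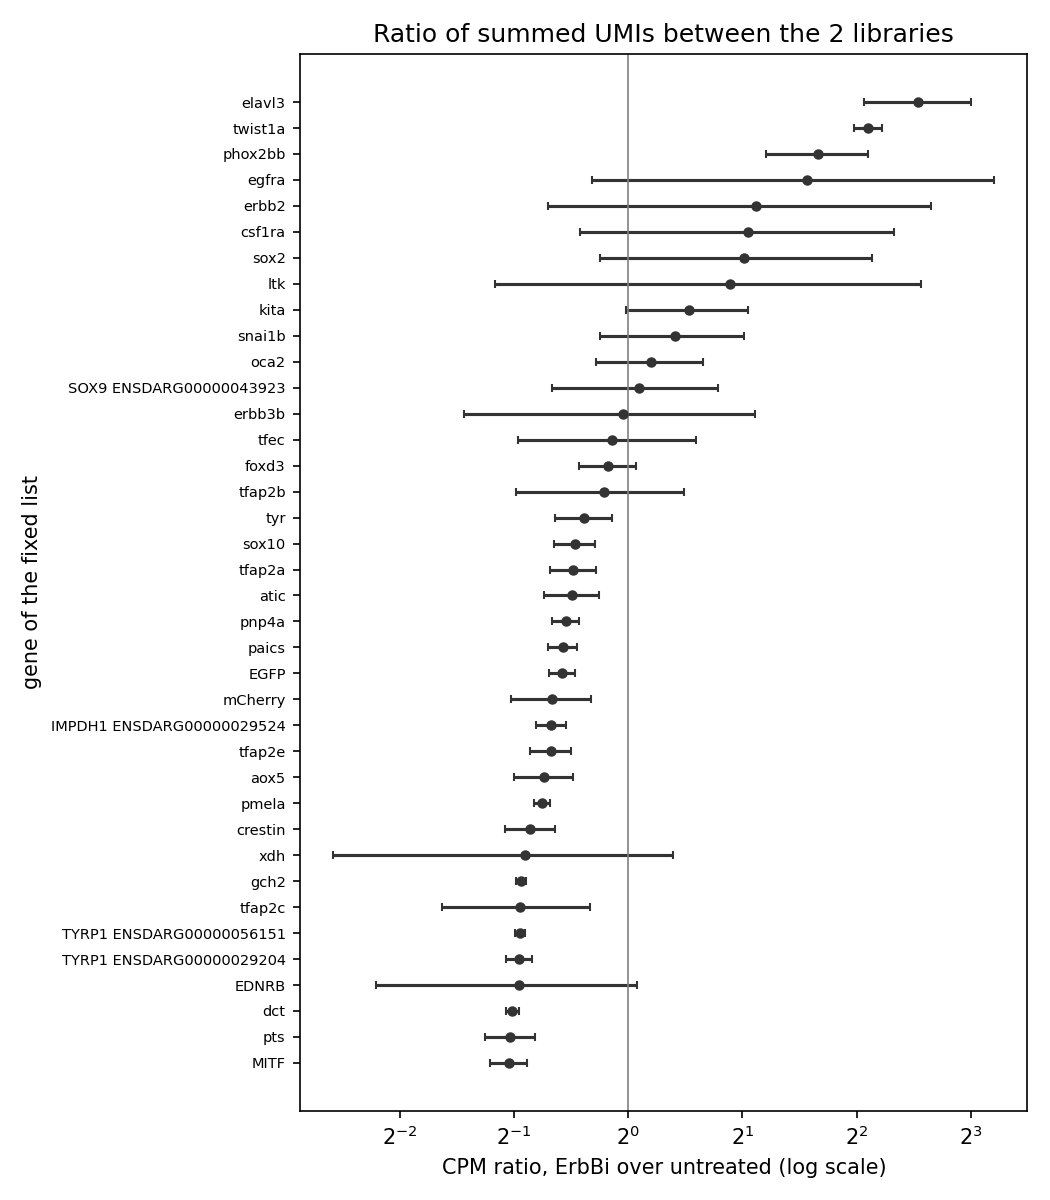
CPM ratio of ErbBi over untreated (horizontal axis, log scale) for the 38 gene rows of the fixed list with at least 10 UMIs (vertical axis), with points for the ratio of summed UMIs and bars for exact conditional 95% intervals, which cover counting error only. The ratio is 0.484 for MITF and 5.80 for elavl3.

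tfap2b had 143 UMIs in the untreated library (19.7 CPM, 16.6 to 23.3) and 19 in the ErbBi library (17.1 CPM, 10.3 to 26.7), a ratio of 0.864 (0.506 to 1.40). After thinning to 1900 UMIs, 32 of 946 untreated cells (3.38%, 2.33 to 4.74) and 10 of 280 ErbBi cells (3.57%, 1.73 to 6.47) had a tfap2b UMI. Without thinning the shares were 10.5% and 4.89%, at median depths of 7099 and 2732.5 UMIs. In the mesenchyme-like cluster, taken as background, the thinned shares were 1.27% (0.0320 to 6.85) and 1.75% (0.213 to 6.19), at median depths before thinning of 9617.5 and 3295.5 UMIs. The highest thinned untreated share was that of cluster 6, at 14 of 98 cells (14.3%, 8.04 to 22.8), with 33 of 105 without thinning. tfap2b was among the leading genes of cluster 6, and no cluster matched it when leading genes were left out of clustering. Its share is therefore not compared with the background. In clusters 2, 4, 5 and 9 the thinned untreated counts were 2 of 185, 3 of 155, 1 of 160 and 0 of 7, and no thinned ErbBi cell there had a tfap2b UMI. In cluster 7, 2 of 67 untreated (95% interval of the percentage 0.364 to 10.4) and 5 of 25 ErbBi cells (6.83 to 40.7) had a UMI, with overlapping intervals, and without thinning 15 of 71 and 7 of 35 did. The thinned ErbBi interval of cluster 7 lay above that of the ErbBi mesenchyme-like cells (0.213 to 6.19). The untreated interval of cluster 7 overlapped that of the untreated mesenchyme-like cells (0.0320 to 6.85). In cluster 3, 6 of 141 untreated (4.26%, 1.58 to 9.03) and 0 of 36 ErbBi cells (0 to 9.74) had a tfap2b UMI, and without thinning 16 of 143 and 0 of 53. In cluster 8 the thinned counts were 3 of 54 untreated (5.56%, 1.16 to 15.4) and 2 of 24 ErbBi cells (8.33%, 1.03 to 27.0). The thinned intervals of clusters 3 and 8 overlapped between the libraries, and also overlapped those of the mesenchyme-like cluster. Without thinning, 6 of 65 and 2 of 36 cells of cluster 8 had a UMI. Thinned shares for MITF were 59.2% and 40.0%, against 32.9% and 22.8% in the mesenchyme-like cluster, and 84.5% and 48.6% without thinning over all cells. For sox10 they were 44.8% and 32.9% against 10.1% and 12.3%, and without thinning 79.2% and 46.0%. For crestin they were 38.2% and 23.6% against 12.7% and 15.8%, and without thinning 63.5% and 33.6%. For pnp4a they were 61.9% and 47.5% against 22.8% and 26.3%, and without thinning 83.2% and 59.2%. For aox5 they were 22.5% and 16.8% against 2.53% and 7.02%, and without thinning 44.1% and 21.8%. foxd3 was found in 18.4% and 18.6% of thinned cells, against 5.06% and 9.65%, and in 38.6% and 24.4% without thinning. erbb3b was found in 8 of 946 and 4 of 280 thinned cells, against 0 in both sets of mesenchyme-like cells, and in 4.40% and 2.01% of cells without thinning. dct and gch2 had a UMI in 84.8% and 93.7% of untreated mesenchyme-like cells after thinning, so their shares were at the level of free RNA.

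Among thinned untreated cells, tfap2b was found in 23 of 560 MITF-positive cells (4.11%, 2.62 to 6.10) and 9 of 386 MITF-negative cells (2.33%, 1.07 to 4.38). In the ErbBi library it was found in 8 of 112 (7.14%, 3.13 to 13.6) and 2 of 168 (1.19%, 0.144 to 4.23). The intervals overlapped in both libraries. Without thinning the untreated shares were 12.1% and 1.94%.

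The highest ratios over all cells were those of atp1a1a.2, gal, cfd, MFAP4 (ENSDARG00000090783), RXRA (ENSDARG00000057737), fxyd11, ZFP36L1 (ENSDARG00000016154) and ENSDARG00000111460. Several rested on single cells. One ErbBi cell held 201 of the 234 gal UMIs, another held 64 of 83 cfd UMIs, and 55 of 68 MFAP4 UMIs came from 1 cell. ENSDARG00000111460 was spread over 226 ErbBi cells, at 372 CPM against 42.5 (ratio 8.75, 7.53 to 10.2), and ZFP36L1 over 184, at 247 CPM against 27.3 (ratio 9.04, 7.50 to 10.9). Among the lowest ratios were those of hbae1.2, hbae3, HBE1 (ENSDARG00000087390), hbae1.1, HBE1 (ENSDARG00000113599), HBE1 (ENSDARG00000115405) and agr2. A single untreated cell held 90.6% of that library's haemoglobin UMIs, and 321 of 397 agr2 UMIs lay in 1 cell. Adding the cells the authors left out turned the log2 ratio of hbae3 from -6.76 to 0.47 and that of HBE1 (ENSDARG00000113599) from -5.19 to 1.24.

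Clusters 1, 3, 7 and 8 had at least 30 cells in each library. In cluster 1 the highest ratios were those of cfd, FBN3 (11.2, 5.02 to 29.3) and RXRA, and among the lowest were those of HBE1 (ENSDARG00000087390) and DYNLL2 (ENSDARG00000005172). The cfd ratio there rested on 1 ErbBi cell, which held 64 of the 74 cfd UMIs of the cluster. In cluster 3, ENSDARG00000111460 (9.56, 6.53 to 14.0), ZFP36L1 and bcl2l16 (5.95, 4.53 to 7.77) were highest. hoxb8a there was 16.4-fold lower (4.51 to 136), followed by slc2a11b and si:ch211-156j16.1. In cluster 7, rps11l, zgc:158463 and bcl2l16 stood at ratios of 4.75, 4.67 and 4.18, and dtd1, hoxd9a and xkr8.2 were 6.19-fold, 5.02-fold and 3.82-fold lower. In cluster 8 gal, DLX2 (ENSDARG00000079964) and ENSDARG00000111460 were highest, and tnnt2c, MYL11 (ENSDARG00000053254) and opn1sw2 lowest, the last at 158 UMIs against 0. The gal ratio there also rested on 1 ErbBi cell, with 201 of the 204 gal UMIs of the cluster.

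Marker lists were compared as medians over all cells, so they can follow the shares of the clusters as well as levels per cell. The median log2 ratio was 1.83 for mesenchyme (percentile 100 of matched random lists), 0.57 for cell cycle (percentile 100) and 3.66 for macrophage (percentile 100, 8 genes). It was -0.71 for melanoblast (percentile 0), -0.91 for xanthoblast (percentile 0), -0.68 for pigment progenitor (percentile 0.02), -0.65 for epidermis (percentile 0.03), -1.11 for muscle (percentile 0) and -3.68 for erythroid genes (percentile 0). The fixed gene list stood at -0.49 (percentile 0). The neural crest (-0.22, percentile 4.74), iridoblast (0.24, 63.2), Schwann cell precursor (-0.0033, 31.5), neuron (-0.01, 16.4) and neural tube (0.37, 61.1) lists lay inside the range. The epidermis median changed sign to 0.16 with the mean of per-cell CPM, and the pooled UMIs of that list gave a ratio of 1.12 (1.04 to 1.21). The mean of per-cell CPM also moved the macrophage median to 2.35 (percentile 100) and the muscle median to -0.44 (percentile 2.33). Both stayed outside the range. Whether single cells carry the macrophage rise was not tested. The cell cycle rise need not be a rise within clusters. pcna, a gene of that list, stood at 1025 CPM in untreated and 930 in ErbBi cells of cluster 1, and at 787 and 474 in cluster 3. In clusters 7 and 8 it went the other way, at 114 and 311 and at 777 and 888 CPM. The pooled ratios of the iridoblast (0.746), neural tube (0.729) and neuron lists (1.44, 1.35 to 1.54) went against their medians, and that of the neural crest list was 1.01 (0.977 to 1.05). The neuron median rose to 0.28 with unfiltered cells and 0.31 at a minimum of 30 UMIs, and the iridoblast median fell to -0.33 at that minimum.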

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

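All tests in this part were chosen after the values had been seen, except that of opposite directions between clusters. Cells that the authors' filter left out of the ErbBi library carried gch2 at 13259 CPM (12562 to 13985), against 4447 CPM in the ErbBi cells kept and 12149 CPM in the untreated cells left out. They also carried hbae3 at 3165 CPM (2829 to 3530), against 0 UMIs in the untreated cells left out and 1.80 CPM in the ErbBi cells kept. These cells enter no comparison of the main values. If gch2 were spread evenly at its pooled share of 1.33%, 11.7 of the 149 cells would exceed 2% by counting error alone, and 23 did. Over 4%, an even spread would give 0.00268 cells, and 17 were found. The 4% bound was chosen after the counts per cell had been seen. Of the 1672 haemoglobin UMIs, 1668 lay in 5 cells. An even spread of free RNA is excluded by these values for both. The share of gch2-high cells was 15.4% (10.0 to 22.3) among the ErbBi cells left out and 5.46% among those kept. A filter on genes per cell, which falls harder on the shallower library, may thus account for a part of the lower share of gch2-high cells after ErbBi. With all cells the difference was -4.07 percentage points against -7.05. The shares were then 12.5% (10.6 to 14.7) and 8.45% (6.16 to 11.3) with overlapping intervals. Overlap of 2 intervals does not show that no difference remained. No interval of the difference itself was made, so whether the rest exceeds counting error was not decided. Outside the mesenchyme-like cluster the difference was -5.02, at 13.7% (11.5 to 16.1) against 8.64% (5.28 to 13.2). Those intervals overlapped too, which likewise decides nothing, so dilution by mesenchyme-like cells stays open as well. Whether any part follows the treatment was not tested.

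A few genes of the fixed list went opposite ways in different clusters by more than counting error. The log2 ratio of IMPDH1 (ENSDARG00000029524) was -0.66 in cluster 3, 0.67 in cluster 7 and -0.81 in cluster 8. For gch2 it was 0.22 in cluster 1, -0.26 in cluster 3 and 0.54 in cluster 7. For pmela it was -0.25 in cluster 1 and 0.44 in cluster 7, and for tfap2a 0.73 in cluster 3 and -1.56 in cluster 8. The differences between clusters were not tested, as there is 1 library per treatment. A candidate explanation is that the clusters gather different cells from each library. After genes were centred within each library before clustering, the cluster 7 value turned negative for IMPDH1 (-0.52), gch2 (-0.60) and pmela (-0.59). Only 1 of the 4 genes, gch2, still went opposite ways, at 0.19 in cluster 1 and -0.33 in cluster 3, so the grouping of the cells stays open. Free RNA of gch2 and pmela, and an effect of ErbBi that differs between cell types, also stay open and were not tested.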

How the results depend on the processing

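No paired analysis was possible because each treatment has 1 library, and for the same reason no replicate was left out. Clustering after thinning, clustering without leading genes and all settings for melanin-gene-high and gch2-high cells were chosen after seeing the data. The cause of a change was not tested unless a cause is given.

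The unfiltered table raised the ErbBi library to 497 cells and lowered its median to 2165 UMIs per cell, by construction. All values that follow for clusters are ErbBi minus untreated, in percentage points, for the clusters that share most cells with the main ones.

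Cluster 1 stayed higher in the ErbBi library under every alternative, at 33.8 with 1000 variable genes, 36.2 after thinning, 32.3 without leading genes and 21.1 by highest marker mean. Cluster 2 stayed lower wherever a match was found, at -33.2 with resolution 0.5, -11.9 with 10 components, -8.46 with 1000 and -14.8 with 3000 variable genes, -16.8 with centred genes, -20.7 without cell cycle genes, -12.8 with unfiltered cells and -6.91 after thinning. Cluster 3 went from 0.916 to -5.26 with 10 components, -4.10 with 1000 variable genes, -5.40 with centred genes and -7.69 with unfiltered cells. Cluster 4 stayed lower, going from -9.22 to -7.97 with 3000 variable genes, -6.93 with centred genes and -5.84 with unfiltered cells. Leaving out leading genes gave only 5 clusters, so its values are for broader groups. The one matched to cluster 4, at -9.18, held 241 untreated and 52 ErbBi cells, of which 66 and 38 were melanin-gene-high, and does not measure the xanthoblast-like share.

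Cluster 5 was -17.2 with 30 components, -13.5 with 1000 and -22.4 with 3000 variable genes, -12.1 without cell cycle genes, -9.66 with unfiltered cells, -32.2 without leading genes and -19.3 by highest marker mean, and it reversed to 0.58 with centred genes. Cluster 6 was -5.74 with resolution 0.5, -2.80 with 1000 variable genes, -4.89 with unfiltered cells and -1.61 after thinning, and it reversed to 3.43 with 10 components, where 36 of the 57 ErbBi cells of cluster 9 were in the matched cluster and 40 of its 44 ErbBi cells were melanin-gene-high. Cluster 7 was 2.38 with 10 components, 1.21 with 3000 variable genes, -2.39 with centred genes, 1.15 without doublets, 11.97 with unfiltered cells, -2.04 after thinning and 5.47 without leading genes, so its direction is not settled. Cluster 8 was 1.15 after thinning. Cluster 9 was 14.8 with resolution 0.5 and with 30 components, 15.7 with resolution 1.5, 19.2 with 3000 variable genes and 0.161 with 1000. Where no alternative cluster shared most of its cells with a main cluster, no value could be given.

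Melanin-gene-high cells stayed fewer in the ErbBi library, at -25.1 for 0.5 times the threshold and -14.4 for 2 times. gch2-high cells were at -9.27 and -5.94 for those thresholds and -4.07 with unfiltered cells, which added the cells left out.

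Scaling by the median of gene-wise ratios shifted all log2 ratios by -0.19. Standardising clusters 1, 3, 4, 7 and 8 to the same weights in both libraries uses other cells, since it leaves out clusters 2, 5, 6 and 9. These held 392 of the 404 untreated and 62 of the 64 ErbBi melanin-gene-high cells. It moved the fixed gene list to -0.034, inside the range of random lists, and reversed tfap2a to 0.057, tfap2e to 0.048, sox10 to 0.073, tyr to 0.45, pnp4a to 0.57 and IMPDH1 (ENSDARG00000029524) to 0.064. The unfiltered cells, with 5 blood cells more in the ErbBi library, reversed hbae3 to 0.47, HBE1 (ENSDARG00000113599) to 1.24 and the erythroid list to 0.16. They also reversed the epidermis list to 0.21, and the mean of per-cell CPM reversed it to 0.16. The neural crest list passed its limit without doublets, at -0.29, and with the mean of per-cell CPM the iridoblast list did at 0.68 and the neuron list at -0.35. The cell cycle list, at 0.57, lay inside the range of random lists that were not matched.

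The share of cells with a tfap2b UMI differed by 0.189 percentage points in the main setting, -5.63 without thinning, 0.710 at 950 UMIs per cell and -2.62 for at least 2 UMIs without thinning. The shares without thinning follow depth. The excess of tfap2b-positive cells among MITF-positive cells was 10.1 points without thinning and 0.424 at 950 UMIs per cell in the untreated library, and 0.878 at 950 UMIs per cell in the ErbBi library. Of the 16 genes ranked over all cells, between 11 and 16 stayed past the size rule under every alternative. Over all cells, 258 of the recomputed log2 ratios of named genes stayed inside their main counting interval, 42 left it without a called change of sign and the 8 given above reversed. Within clusters 118 stayed inside and 2 left. Depth limits the genes of few UMIs, such as ltk, erbb2, egfra, xdh, erbb3b and tfap2b, with 4, 5, 5, 5, 7 and 19 UMIs in the ErbBi library.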

Other observations

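The tests of immediate early genes and of thinning for genes raised in several clusters were written before their results were seen; the other tests of this part were chosen after. A swap of the cell-name numbers between libraries stays open for every pattern below.

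Melanin-gene-high cells were fewer in the ErbBi library by 22.0 percentage points. Lower depth would lose the difference after thinning, and it was -21.0 at 1900 UMIs per cell. The authors' filter would lose it with all cells, where it was -22.5. Dilution by mesenchyme-like cells would lose it outside cluster 1, where it was -15.1 (44.2% against 29.1%, intervals apart), so dilution may account for a part. With 1 library per treatment, an effect of ErbBi and any other difference between the 2 libraries cannot be told apart.

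The ErbBi cells of cluster 9 were 87.7% melanin-gene-high (76.3 to 94.9), and 2 of 57 had over 1% of UMIs in keratin genes, against 5 of 8 untreated cells. This is consistent with pigment cells of the ErbBi library being grouped by library rather than by type. With genes centred within each library, 39 of the 57 joined a cluster of 132 untreated cells, all of them melanin-gene-high. With 1000 variable genes 30 of the 57, with unfiltered cells 34, and after thinning 37 of the 48 left joined clusters of mostly melanin-gene-high untreated cells. With 10 components 36 joined 92 untreated cells, 41 of them melanin-gene-high, and without leading genes 31 joined 241, 66 of them melanin-gene-high. At resolution 0.5 or 1.5, with 30 components or with 3000 variable genes, 52 to 54 stayed apart with 1 untreated cell, as did 51 without cell cycle genes and 56 without doublets, with 8 and 9 untreated cells. Grouping by library was thus not shown by every clustering. A change of these cells by ErbBi would give the same picture and stays open.

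In at least 3 of clusters 1, 3, 7 and 8, 9 genes were at least 2-fold higher in the ErbBi library with an interval above 1.5, at 30 UMIs and 50 CPM or more in a library, namely ENSDARG00000111040, bcl2l16, fthl30, rps11l, zgc:158463, ENSDARG00000111460, galnt7, mt-atp8 and stt3a. The ratio of bcl2l16 ranged from 4.18 to 6.87 over the 4 clusters. Across genes, which are not independent, log2 ratios of pairs of these clusters correlated with Pearson r from 0.282 to 0.490, against -0.166 to 0.172 when untreated cells alone were split at random 20 times. Free RNA may raise genes in all clusters, and 9 of the 9 genes were at least 2-fold higher in the cluster with their highest level, but the genes had been chosen for such ratios, so this decides nothing. twist1a, which missed the UMI minimum in cluster 7, was at a ratio of 1.15 in cluster 1 and 4.02, 4.23 and 3.98 in clusters 3, 7 and 8, as free RNA of mesenchyme-like cells would give. Its ErbBi level was 1461 CPM in cluster 1 and 207 to 467 CPM in clusters 3, 7 and 8. bcl2l16 and zgc:158463 had no such peak, at 498 to 720 and 904 to 1089 CPM, so twist1a does not speak for them. fthl30 did peak, in cluster 7, at 1265 CPM against 430 to 589. Free RNA from other sources was not examined and stays open. Thinning left 9 of the 9 at least 2-fold higher, which also decides nothing, since pooled CPM hardly depends on depth per cell. A response of immediate early genes to dissociation or sorting would raise that list in each cluster. Without the genes seen first, its lowest percentile over the clusters was 22.2 and its highest 86.1, inside the random range. This excludes nothing, since the list lacked the raised genes and its members went both ways in each cluster. With those genes it reached 99.3 in cluster 1 and lay inside the range in clusters 3, 7 and 8, so such a response stays open. A difference in library preparation, a strain variant and a library-wide effect of ErbBi remain, untested.

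Hox gene ratios differed between low and high paralogue numbers over the cells outside cluster 1. A rank correlation of ratio and number over these genes had been looked at first, and was replaced by lists set against random lists because genes are not replicates. Outside cluster 1, the median log2 ratio of 12 hox genes of number 8 or higher was -0.71, at percentile 0.02 of matched random lists, and that of 9 genes of number 4 or lower was 0.87, at percentile 97.7. In cluster 7 the median for high numbers was -1.15 (percentile 0.02), whereas in cluster 3 it was -0.042 (percentile 22.9). In cluster 3 the mean was -0.59, with 4 of 8 genes lower and 4 higher. A gene without ErbBi UMIs is set to the floor, which can turn its log2 ratio positive. For tfap2b in cluster 3, 21 UMIs against 0 gave 0.35. The cluster 3 median therefore does not show that the pattern was absent there. The low numbers lay inside the random range in both, at 0.42 (percentile 85.0) in cluster 3 and 0.083 (percentile 42.4) in cluster 7. Over all cells 2 of the 9 genes of low number, hoxb2a (-0.11) and hoxc3a (-2.38), and 2 of the 12 of high number, hoxc10a (0.43) and hoxd10a (0.68), went against the pattern. The ErbBi library may hold fewer cells of posterior origin. The same values would follow from lower expression of posterior hox genes per cell, and whether this comes from ErbBi, from staging or from sorting was not tested.

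Haemoglobin genes were lower in the ErbBi library, and 1 untreated cell held 90.6% of the untreated haemoglobin UMIs. Without it the haemoglobin genes pooled were still 6.14-fold lower (4.16 to 9.44), with 1036 UMIs against 26, so that cell is not the whole source of the pooled difference. Of the 8 genes with at least 10 UMIs, 5 kept an interval below 1, among them HBE1 (ENSDARG00000087390) at 12.7-fold lower (5.78 to 34.7) and hbae3 at 19.2-fold lower (5.25 to 159). The interval included 1 for the other 3, HBE1 (ENSDARG00000113599) at a ratio of 0.601, hbae1.3 at 0.629 and HBE1 (ENSDARG00000045143) at 0.342, and for these that cell stays open. Free RNA from blood cells in the untreated suspension is a candidate source of the rest, which was not tested.

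The EGFP transcript peaked in cluster 7, at 5568 CPM in the untreated library, and was at 188 CPM in the melanoblast-like cluster, while MITF stood at 625 and 998 CPM. EGFP led cluster 7, so the cells were clustered again without it. The EGFP level of the matching clusters still had a ratio of 28.97, at 5253 CPM (5068 to 5442) and 181 CPM (158 to 208), which argues against free RNA, as that would be even. No biological explanation was tested.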
